# Molecular hydrogen regulates gene expression by modifying the free radical chain reaction-dependent generation of oxidized phospholipid mediators

**DOI:** 10.1038/srep18971

**Published:** 2016-01-07

**Authors:** Katsuya Iuchi, Akemi Imoto, Naomi Kamimura, Kiyomi Nishimaki, Harumi Ichimiya, Takashi Yokota, Shigeo Ohta

## Abstract

We previously showed that H_2_ acts as a novel antioxidant to protect cells against oxidative stress. Subsequently, numerous studies have indicated the potential applications of H_2_ in therapeutic and preventive medicine. Moreover, H_2_ regulates various signal transduction pathways and the expression of many genes. However, the primary targets of H_2_ in the signal transduction pathways are unknown. Here, we attempted to determine how H_2_ regulates gene expression. In a pure chemical system, H_2_ gas (approximately 1%, v/v) suppressed the autoxidation of linoleic acid that proceeds by a free radical chain reaction, and pure 1-palmitoyl-2-arachidonyl-*sn*-glycero-3-phosphocholine (PAPC), one of the major phospholipids, was autoxidized in the presence or absence of H_2_. H_2_ modified the chemical production of the autoxidized phospholipid species in the cell-free system. Exposure of cultured cells to the H_2_-dependently autoxidized phospholipid species reduced Ca^2+^ signal transduction and mediated the expression of various genes as revealed by comprehensive microarray analysis. In the cultured cells, H_2_ suppressed free radical chain reaction-dependent peroxidation and recovered the increased cellular Ca^2+^, resulting in the regulation of Ca^2+^-dependent gene expression. Thus, H_2_ might regulate gene expression via the Ca^2+^ signal transduction pathway by modifying the free radical-dependent generation of oxidized phospholipid mediators.

Molecular hydrogen (H_2_) was originally thought to behave as an inert gas in mammalian cells; however, our previous studies showed that this is not always the case^1^, demonstrating that H_2_ neutralizes the hydroxyl radical (·OH) and peroxynitrite (ONOO^–^) inside cells and acts as a novel antioxidant to protect the cells against oxidative stress^1^,^2^. Inhalation of 1%–4% (v/v) H_2_ gas is effective for the treatment of ischemia/reperfusion injuries^1^,^3^,^4^. Recently, inhalation of 1.3% H_2_ gas from a premixed gas was shown to protect neurons in a cardiac arrest model^5^. However, the mechanism of how such a low concentration of H_2_ exerts the positive effects is not known.

Numerous studies have strongly suggested that H_2_ has the potential for a variety of therapeutic and preventive applications^6^,^7^. In addition to extensive animal experiments, more than 10 clinical studies examining the efficacy of H_2_ have been reported^6^,^7^, including double-blinded clinical studies in patients with Parkinson’s disease and rheumatism^8^,^9^. Based on these studies, the field of hydrogen medicine is rapidly growing.

Subsequently, H_2_ was shown to exhibit multiple functions, including anti-inflammatory, anti-apoptotic, anti-allergic, and antioxidant activities, as well as regulation of differentiation and energy metabolism^6^,^7^. To exert multiple functions in addition to anti-oxidative roles, H_2_ regulates various signal transduction pathways and the expression of many genes^6^,^7^. For examples, H_2_ protects neural cells and stimulates energy metabolism by stimulating the hormonal expression of ghrelin^10^ and fibroblast growth factor 21 (FGF21)^11^, respectively. In contrast, H_2_ relieves inflammation by decreasing pro-inflammatory cytokines^12^. However, it is difficult to explain the molecular mechanisms by which H_2_ exerts these functions by conventional concepts alone. To understand the molecular mechanisms by which H_2_ exerts these multiple functions, it is essential to identify the primary targets of H_2_ that modulate signal transduction and gene expression.

Therefore, in this study, we aimed to elucidate one of the molecular mechanisms by which H_2_ mediates signal transduction and gene expression. Our results suggested that low concentrations of H_2_ modulated Ca^2+^ signal transduction and regulated gene expression by modifying the production of oxidized phospholipid species.

## Results

### H_2_ accumulated in the lipid phases

To understand the difference between intracellular conditions and aqueous solutions, we focused on the lipid phases to determine the intracellular localization of H_2_ accumulation at room temperature. H_2_ incorporation was two- or three-fold higher in the liquid fatty acid phases than in the aqueous phase in the presence of both water and fatty acids, and was retained longer in the fatty acid phases than in the aqueous phase in open vessels (Fig. 1a,b). In particular, H_2_ seemed to be retained significantly longer in the unsaturated fatty acid (linolenic acid) than in the saturated fatty acids (octanoic acid) (Fig. 1c), although this difference in retention time might be attributed to the difference in the number of carbons. Since unsaturated fatty acids are the primary targets for initiating a free radical chain reaction, we assumed that H_2_ could efficiently suppress this reaction in biomembranes, even at low concentrations.

### Autoxidation of unsaturated fatty acids was suppressed by low concentrations of H_2_ gas

Autoxidation of unsaturated fatty acids proceeds by a free radical chain reaction in air^13^. Thus, we measured autoxidation of a filmy di-unsaturated fatty acid (linoleic acid: R-CH = CH-CH_2_-CH = C-R’) at 37 °C for 20 h in the dark in the presence of various concentrations of H_2_ gas. A conjugated diene, which should be formed by autoxidation, was estimated by the absorption at 234 nm (Fig. 2a). The absorption at 234 nm was increased depending on the formation of the conjugated diene [R-CH = CH-CH = CH-CH(-OOH)-R’ or R-CH(-OOH)-CH = CH-CH = CH-R’] accompanied by peroxidation in a pure chemical system (H_2_, O_2_, and N_2_ were supplied from gas cylinders) (Fig. 2b). O_2_ was essential for autoxidation (Fig. 2c). As a result, even only approximately 1% H_2_ gas significantly suppressed autoxidation of linoleic acid at 37 °C, even in the absence of any catalysts in the dark in a pure chemical system (Fig. 2c).

### Ca^2+^ signal transduction by H_2_-dependent chemical oxidation of phospholipids

Phospholipids are converted into oxidized mediators that modulate various signal transduction pathways by not only enzymatic reactions, but also by chemical oxidation^14^,^15^. Oxidized phospholipids, including 1-palmitoyl-2-(5-oxovaleroyl)-*sn*-glycero-3-phosphocholine (POVPC) and 1-palmitoyl-2-glutaroyl-*sn*-glycero-3-phosphocholine (PGPC), are present in oxidatively modified low-density lipoproteins (oxLDLs) and have been found in atherosclerotic lesions^15^. These compounds are important as inducers of different cellular responses, including inflammation, proliferation, and cell death. Moreover, autoxidation of 1-palmitoyl-2-arachidonyl-*sn*-glycero-3-phosphocholine (PAPC) leads to the chemical production of various bioactive phospholipid species, such as POVPC, PGPC, 1-palmitoyl-2-(5-hydroxy-8-oxooct-6-enoyl)-*sn*-glycero-3-phosphocholine (HOOA-PC), and 5-hydroxy-8-oxo-6-octenedioic acid (HOdiA-PC)^14^,^15^.

We assumed that low concentrations of H_2_ would influence some chemical reactions leading to the production of putative oxidized lipid mediators for the modulation of signal transduction. Because PAPC is one of the major phospholipids in mammalian biomembranes, the role of H_2_ in the chemical production of oxidized phospholipid mediators was determined by conducting autoxidation of pure PAPC (resulting in OxPAPC) in the absence of any catalysts in the dark. The peroxidation of PAPC in air was confirmed by an increase in the signal for the fluorescent dye specific to lipid peroxides, Liperfluo (Fig. 3a). A previous study indicated that OxPAPC activates transcription factors involved in Ca^2+^ signaling^16^. Indeed, when THP-1 cells (a human monocytic cell line derived from a patient with acute monocytic leukemia) were exposed to OxPAPC, a transient increase in cellular Ca^2+^ was observed when a Ca^2+^-sensitive fluorescent dye, Fluo4-AM was used (Fig. 3b). This Ca^2+^ signaling depended on OxPAPC in an oxidation time-dependent manner (Fig. 3c).

Next, the H_2_-dependent production of OxPAPC, which leads to the activation of Ca^2+^ signaling, was investigated by autoxidizing PAPC for 3 days at 25 °C in air at various concentrations of H_2_ (designated as H_2_OxPAPC, and the notation of H_2_[x%]OxPAPC was used when autoxidized in the presence of x% H_2_). H_2_ suppressed the generation of total peroxides as revealed by Liperfluro fluorescence intensity (Fig. 3d). Ca^2+^ signaling was observed when PAPC was autoxidized with less than 0.3% H_2_, whereas more than 1.3% H_2_ significantly disrupted this signaling (Fig. 3e).

In order to investigate the molecule(s) influenced by H_2_, we analyzed H_2_OxPAPCs by using mass spectrometry on autoxidation day 3. In all, 209 bands were detected, with molecular masses ranging from 126.3754 to 991.6494 Da; this was consistent with the findings of a previous report^15^ (Supplementary Fig. 1). The differences in the production of H_2_OxPAPC and OxPAPC species were presented using a heat map (Supplementary Fig. 1i). The levels of many bands were increased or decreased with differences in concentrations of H_2_. For examples as the relatively increased species, the levels of the Ca^2+^ signaling inducers POVPC^16^, HOOA-PC, HOdiA-PC, and hydroxyeicosatetraenoic acid-3-phosphocholine (HETE-PC)^17^ were slightly increased in response to H_2_ (Supplementary Fig. 1i).

Because the reduced form of POVPC was reported to function as an antagonist^18^, it is possible that increased levels of the reduced form(s) of some OxPAPC species, rather than the decreased levels of putative agonists (such as POVPC), might have disrupted Ca^2+^ signaling as a putative antagonist(s). Further studies are warranted to identify the H_2_-dependent bioactive mediator(s).

### Comprehensive analysis of H_2_-dependent regulation of gene expression

Next, we investigated how H_2_OxPAPC influences gene expression. PAPC was autoxidized in the absence or presence of various concentrations of H_2_ for 3 days and then administered to cultured THP-1 cells. In a preliminary experiment, the change in the expression level of tumor necrosis factor (TNF)-α gene in response to OxPAPC from that to H_2_OxPAPC peaked at 4 h. Thus, by using microarray analysis, we comprehensively analyzed the change in gene expression in response to the H_2_-dependent mediators at 4 h in three samples under each condition. 

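THP-1, an established human monocytic leukemia cell line, was exposed for 4 h to PAPC, OxPAPC, H_2_[1.3%]OxPAPC or H_2_[5%]OxPAPC, with autoxidation for 3 days, and total RNA was hybridized to single-color Agilent arrays, 3 arrays per condition and 12 in all. The authors deposited each array's scanner output and a table of processed intensities. The scanner intensities had been background-corrected by the scanner software, and the values in the table were those intensities multiplied by 1 factor per array, which gave every array the same 2% trimmed mean. For the values below, the log2 intensity of each spot was taken relative to its array's 75th percentile, spots of the same probe were averaged, and probes were kept when they were well above background on all arrays of at least 1 condition. Each gene was represented by the probe with the highest mean over the 12 arrays. This left 18849 genes, of which 13636 could be given a symbol through the accession of the probe. The 75th percentile of the intensity before scaling was 176.3 ± 11.9 (SD, n = 3) with PAPC, 95.6 ± 3.49 (SD, n = 3) with OxPAPC, 109.0 ± 3.66 (SD, n = 3) with H_2_[1.3%]OxPAPC and 272.8 ± 15.5 (SD, n = 3) with H_2_[5%]OxPAPC, so the arrays of the conditions differed in brightness by more than the spread between replicates. Between 45.5% and 56.4% of the spots of an array were well above background, and no spot was saturated. The 12 arrays lay on 5 slides, with up to 5 arrays on a slide. Differences between conditions were tested with limma over all 12 arrays with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 12736 genes differed between OxPAPC and PAPC, 6547 of them higher and 6189 lower with OxPAPC. This division depends on the scaling, since 8144 were higher and 5100 lower in the authors' deposited table, and 639 higher and 15135 lower with the arrays scaled on their E1A control probes, which are spots for control RNA, a scaling chosen after seeing the data. Between H_2_[1.3%]OxPAPC and OxPAPC 4476 genes differed, and between H_2_[5%]OxPAPC and OxPAPC 13877. With slide as a block in the fit, the number for H_2_[1.3%]OxPAPC was 1555, the largest change of that number among the alternatives tried. The number of arrays limits the precision of each value.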

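By the folds given in the legend of Fig. 4a, 926 of the genes tested were raised over 2.5-fold by OxPAPC as compared with PAPC. Of these, 577 were below 0.75-fold with H_2_[1.3%]OxPAPC and 776 were below 0.5-fold with H_2_[5%]OxPAPC, both as compared with OxPAPC. All 3 folds, taken between the condition means of the log2 values, were met by 517 genes, and 252 of these had a symbol. Well above background on all 12 arrays were 306 of the 517 genes, whereas 63 were well above background on no PAPC array, so that their fold over PAPC is known only as a lower bound. In limma with Benjamini-Hochberg adjustment, 511 of the 517 genes had an adjusted p under 0.05 for OxPAPC against PAPC, 511 for H_2_[5%]OxPAPC against OxPAPC and 367 for H_2_[1.3%]OxPAPC against OxPAPC, and 367 genes had it in each of the 3 comparisons. With slide as a block, 169 genes met the 3 folds with an adjusted p under 0.05 in each comparison, in a fit that rests on 1 array for H_2_[1.3%]OxPAPC and 1 for H_2_[5%]OxPAPC. Because the OxPAPC arrays enter all 3 criteria, genes were also selected on the arrays of 2 replicate numbers and examined on the arrays of the number left out. On these arrays 59.0% ± 6.23 (SD over the 3 ways to leave a number out) of the selected genes met the 3 criteria again. The number of genes meeting the 3 folds depends on the processing. It was 103 with normexp background correction, 1547 without a filter on dim probes, and 11 with the arrays scaled on their E1A control probes, the scaling chosen after seeing the data. That scaling moves all genes against the 3 folds, so it could only lower the number.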

In all, 86 genes were selected according to the following criteria as described in the legend of Fig. 4a: a significant increase in OxPAPC (*vs.* PAPC), and a significant decrease in H_2_[1.3%]OxPAPC and H_2_[5%]OxPAPC (*vs.* OxPAPC) (Supplementary Table 1). 

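Genes with a symbol and no overlap between arrays that were chosen for a large fitted rise with OxPAPC over PAPC included HMOX1 (NM_002133), VEGFD (NM_004469), ATP1B2 (NM_001678) and RHOB (NM_004040). With the scaling used here, the log2 intensity of HMOX1, relative to the 75th percentile of the array, was -2.20 ± 0.040 (SD, n = 3) with PAPC and 4.40 ± 0.13 (SD, n = 3) with OxPAPC. Its log2 fold change was 6.60 (standard error 0.089, adjusted p = 1.19e-10 in limma with Benjamini-Hochberg adjustment), and it was lower than with OxPAPC by a log2 change of -1.90 with H_2_[1.3%]OxPAPC and -2.49 with H_2_[5%]OxPAPC. RHOB rose by 4.77 on the log2 scale, and its second probe rose less, by 2.28. VEGFD and ATP1B2 were not well above background on any PAPC array, so their rises have no rank. They were at least 17.5-fold and at least 8.55-fold higher with OxPAPC, where such a bound sets the mean of the brighter condition against the lowest signal well above background on each array of the dimmer condition, or the probe's own signal if that is higher. Those chosen for a large fitted fall with OxPAPC were CCR2 (NM_001123041), THBD (NM_000361), CD93 (NM_012072), E2F8 (NM_024680) and SIK1 (NM_173354). CCR2 was well above background on 1 of the 3 OxPAPC arrays (its second probe on none), and E2F8 and SIK1 on none, so that E2F8 was at least 8.52-fold and SIK1 at least 3.46-fold lower with OxPAPC, and their falls have no rank. The bound of SIK1 rests on PAPC arrays that lay far apart, and was 1.93-fold to 4.75-fold with 1 of them left out. The adjusted p of SIK1 in limma was 0.00598, and over the alternatives it lay between 0.000333, with the arrays scaled on their E1A control probes, and 0.0935, with normexp background correction. CD93 fell by 3.32 on the log2 scale with OxPAPC and was higher by 3.00 with H_2_[5%]OxPAPC than with OxPAPC (standard error 0.12, adjusted p = 3.87e-08 in limma). Of the 83 gene labels that could be read in Fig. 4a, 78 matched a gene among those tested. Of these 78 genes, 74 were higher with OxPAPC than with PAPC, 73 were lower with H_2_[1.3%]OxPAPC than with OxPAPC and 74 were lower with H_2_[5%]OxPAPC than with OxPAPC. All 3 fold criteria were met by 51 of them, and 49 also had an adjusted p under 0.05 in all 3 comparisons. The genes of Fig. 4a were selected on these same arrays, so this tally is not independent evidence.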

The gene expression profile was presented in a heat map (Fig. 4a). The selected genes were validated by semi-quantitative real-time polymerase chain reaction (RT-PCR), and marginal changes in the expression levels of some genes were confirmed (Supplementary Fig. 2).

In addition, the regulatory expression of TNF-α and IL-8 by H_2_OxPAPC was investigated using THP-1 and a different cell type (human aortic endothelial cells: HAEC), respectively (Fig. 4b,c).

According to the Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Database (http://www.genome.jp/kegg/pathway.html), the functions of 7,143 genes were identified and classified (Fig. 4d, upper). We classified the 86 selected genes (Fig. 4e, lower). Of these 86 genes, 46.5% belonged to those involved in signaling pathways (Fig. 4d, upper), whereas 25.8% of the total number of 7,143 genes is involved in signaling pathways (Fig. 4d, lower). Genes encoding factors involved in signal transduction and transcription factors are indicated by blue and black, respectively, on the right in the heat map (Fig. 4a).

Among the genes involved in signaling pathways, the proportion of those belonging to Ca^2+^ signaling were lower in the selected genes than in those in the entire genome, indicating that H_2_ regulates fewer components of the Ca^2+^ signaling pathways (Fig. 4e, lower). This was consistent with the finding that H_2_OxPAPC decreased Ca^2+^ signaling. In contrast, the proportion of genes belonging to the mitogen-activate protein kinase (MAPK) signaling was higher (Fig. 4e, lower), indicating that H_2_ regulates more components of MAPK signal transduction pathways (Fig. 4e, lower).

The signal transduction pathways that were regulated by H_2_ are shown in Supplementary Table 1 according to the KEGG Pathway Database. These data suggested the possibility that low concentrations of H_2_ contribute to various signal transduction pathways via oxidized phospholipid species.

cAMP response element binding protein (CREB)-target genes were selected according to the CREB Target Gene Database (http://natural.salk.edu/CREB/), and nuclear factor of activated T cells (NFAT) target genes were selected by referring to Medline, as shown in Supplementary Table 1. The target genes of CREB and NFAT are marked by red on the right in the heat map panel as NFAT or CREB (Fig. 4a). A considerable number of the selected genes were targets of CREB or NFAT (Fig. 4 f). These data are consistent with the findings of previous studies showing the Ca^2+^-dependent regulation by these transcription factors: CREB is activated via phosphorylation by a calmodulin-dependent kinase (CaMK)^19^ in a Ca^2+^-dependent manner, and NFAT is dephosphorylated by calcineurin (CN) in a Ca^2+^-dependent manner, translocates to the nucleus, and then functions as a transcription factor with its partner proteins, e.g., activator protein 1 (AP-1), CREB, or nuclear factor-kappa B (NF-κB)^20^. Indeed, exposure of THP-1 to OxPAPC, but not to H_2_OxPAPC, stimulated the nuclear translocation of NFAT (Supplementary Fig. 3).

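Of the 19 genes drawn in Fig. 4f, 18 were among the genes tested on the arrays, and PTGS2 was not, being well above background on 2 OxPAPC arrays and 1 H_2_[5%]OxPAPC array. All 18 were higher with OxPAPC than with PAPC, and 17 were lower with H_2_[5%]OxPAPC than with OxPAPC. The paper places the genes of Fig. 4f among those it selected on these same arrays. Their directions and p-values here are therefore not independent evidence. The 3 fold criteria were met by 11 genes, namely EDN1, FGF3, SOCS1, KLF2, GADD45G, ID3, PLK2, HSPA1B, PMAIP1, NFKB2 and JUNB, and each of the 11 had an adjusted p under 0.05 in all 3 comparisons in limma with Benjamini-Hochberg adjustment. KLF2 (NM_016270) had a log2 fold change of 3.91 with OxPAPC over PAPC (standard error 0.059, adjusted p = 1.19e-10 in limma), and of -1.29 with H_2_[1.3%]OxPAPC and -2.29 with H_2_[5%]OxPAPC over OxPAPC. For PLK2 (NM_006622) these values were 2.50, -1.48 and -2.23, and for SOCS1 (NM_003745) 1.87, -1.12 and -1.66. EDN1 was well above background on 1 PAPC array and 1 H_2_[5%]OxPAPC array only, and GADD45G and JUNB on 2 of the PAPC arrays. With each array left out in turn, the adjusted p for H_2_[1.3%]OxPAPC rose over 0.05 in 6 of 12 fits for FGF3 and in 2 for EDN1. With slide as a block, the adjusted p for H_2_[1.3%]OxPAPC in limma was over 0.05 for 5 of the 11 genes, namely FGF3 (0.126), GADD45G (0.0910), EDN1 (0.0687), PMAIP1 (0.0616) and NFKB2 (0.0544), in a fit that rests on 1 H_2_[1.3%]OxPAPC array. Over the alternatives, the lowest adjusted p of these 5 genes for H_2_[1.3%]OxPAPC lay between 0.000340 and 0.00897, and the highest between 0.0616 and 0.126. The probe of HSPA1B may also bind the transcript of its near-identical copy HSPA1A. TNF (NM_000594) rose by 2.36 with OxPAPC on the log2 scale, and differed from OxPAPC by -0.07 with H_2_[1.3%]OxPAPC (adjusted p = 0.811 in limma) and by -0.71 with H_2_[5%]OxPAPC (adjusted p = 0.00346 in limma). EGR1 (NM_001964) rose by 2.25, and differed from OxPAPC by -0.25 with H_2_[1.3%]OxPAPC (adjusted p = 0.241 in limma) and by -0.76 with H_2_[5%]OxPAPC (adjusted p = 0.000732 in limma). With slide as a block, the adjusted p for H_2_[5%]OxPAPC was 0.119 for TNF and 0.0540 for EGR1 in limma, the highest among the alternatives for each, in a fit that rests on 1 H_2_[5%]OxPAPC array, since the others lay on slides of their own. CXCL8, the gene of IL-8, was not well above background on any PAPC array and was at least 1.79-fold higher with OxPAPC (adjusted p = 0.0129 in limma). With quantile normalization its fitted log2 change was 0.72 (adjusted p = 0.0991 in limma), without PAPC replicate 3 the adjusted p was 0.0506, and over the alternatives it lay between 0.000159 and 0.833. It did not differ between H_2_[5%]OxPAPC and OxPAPC (log2 fold change 0.18, adjusted p = 0.612 in limma), although with normexp background correction its change was -0.58. With that correction the changes of FLNA and ATP2B4 with H_2_[5%]OxPAPC were not past the threshold. The adjusted p of FLNA for H_2_[5%]OxPAPC in limma also rose over 0.05 in 4 of the 12 fits with 1 array left out. Different probes of ATF3 gave log2 fold changes for H_2_[5%]OxPAPC over OxPAPC from -2.15 to -0.18, those of ATP2B4 from -1.02 to -0.27, and those of FLNA -1.63 and -0.19. CCL4 fell by 1.29 with H_2_[5%]OxPAPC on the log2 scale, and its probes rose by 1.47 and 2.48 with OxPAPC, whereas the probe of CCL2, the gene of MCP-1, was well above background on no array. With the arrays scaled on their E1A control probes, which moved the median of all genes for H_2_[5%]OxPAPC against OxPAPC to 1.69 on the log2 scale, 14 of the 18 genes were higher with H_2_[5%]OxPAPC than with OxPAPC. The paper reports that OxPAPC raised cellular Ca2+ in THP-1 cells and that autoxidation with 1.3% H_2_ or more disrupted this signal. It also counts CREB and NFAT targets among the selected genes and states that both factors depend on Ca2+. NFAT entered the nucleus with OxPAPC but not with H_2_OxPAPC, at an H_2_ concentration and exposure time other than those of the arrays. On these grounds the paper proposes that oxidized mediators that depend on H_2_, or putative antagonists, could be associated with the regulation of transcription through Ca2+ signaling. Neither the Ca2+ signal nor the entry of NFAT was analysed here.

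**Figure D1:**
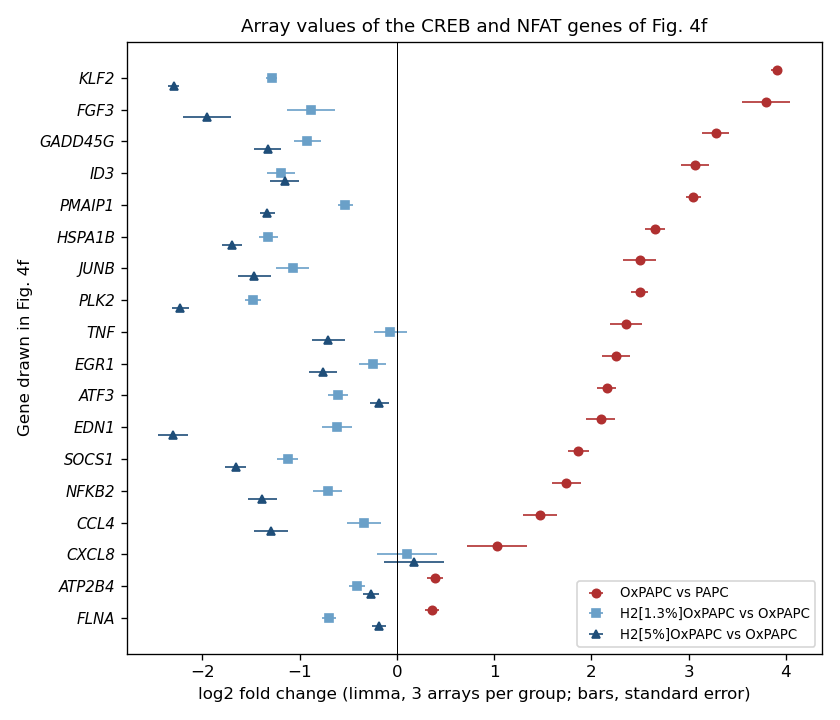
Log2 fold changes on the arrays (horizontal axis) of the 18 genes of Fig. 4f that were tested (vertical axis), for OxPAPC over PAPC (circles), H_2_[1.3%]OxPAPC over OxPAPC (squares) and H_2_[5%]OxPAPC over OxPAPC (triangles). Bars are standard errors from limma over 3 arrays per condition. The paper places these genes among those it selected on these same arrays, so their directions are not independent evidence. Relative to the 75th percentile of each array, the circles lie above 0 for all 18 genes and the triangles below 0 for 17, whereas with the arrays scaled on their E1A control probes 15 genes would lie above 0 for OxPAPC over PAPC and 4 below 0 for H_2_[5%]OxPAPC over OxPAPC; the circle of CXCL8, which was not well above background on any PAPC array, is a fitted value and not a bound.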

Thus, H_2_-dependent oxidized mediators or putative antagonists could be associated with transcriptional regulation via Ca^2+^ signaling.

### Free radical inducers contributed to the NFAT pathway in cultured cells

Autoxidation of unsaturated fatty acids, including PAPC, proceeds by a free radical chain reaction^13^, and·OH is the primary trigger for this reaction^13^,^21^,^22^. We previously showed that H_2_ reduces ·OH levels inside cultured cells by using the spin trapping method and a specific fluorescent indicator^1^. Thus, in this study, we investigated the effects of H_2_ on the lipid free radical chain reaction by using cultured cells. To initiate a free radical chain reaction inside the cells, we used 2,2′-azobis(2-methylpropionamidine)dihydrochloride (AAPH)^23^, which is not affected by H_2_ (Supplementary Fig. 4) and is suitable for the slow generation of free radicals by a spontaneous chemical reaction. The lipid free radical chain reaction results in the production of lipid peroxides (LPOs)^21^,^24^, which can be detected using the fluorescent dye Liperfluo^25^. Thus, we exposed cultured THP-1 cells to AAPH and estimated LPO production based on the Liperfluo signal. The Liperfluo signal significantly decreased in the presence of low levels of H_2_ gas (e.g., 1.3%; Fig. 5a,b). Thus, even at such low concentrations, H_2_ has the potential to reduce the generation of LPOs by suppressing the initiation and/or propagation of free radical chain reactions in cultured cells.

Next, we determined whether the responses induced by chemically produced H_2_OxPAPC (Figs 3 and 4) could simulate the effects induced by the free radicals in cultured cells. When THP-1 cells were exposed to AAPH, the cellular Ca^2+^ levels increased (Fig. 5c) in a time-dependent manner (Fig. 5d), as shown by the analysis of Fluo-3, and the Ca^2+^ signaling was suppressed by H_2_ (Fig. 5c,e). NFAT was also activated, as shown by the translocation of NFAT into the nucleus (Fig. 5f,g), and the nuclear translocation of NFAT were recovered by H_2_ (Fig. 5f,g). Moreover, the free radical inducer stimulated the expression of some target genes of NFAT, including *TNF-α*, early growth response protein 1 (*EGR1*), and activating transcription factor 3 (*ATF3*), which have been shown in Supplementary Table 1, and H_2_ decreased their expressions (Fig. 5h), suggesting that H_2_ regulates these genes via the NFAT pathway.

In contrast, AAPH-mediated activation of CREB was not observed (Supplementary Fig. 5) in this cultured cell line, regardless of the stimulation of cellular Ca^2+^. In particular, the expression of the CREB-target gene *NFKB2* (NF-κB, subunit 2 gene) was not affected by AAPH (Fig. 5i), and the expression of *HMOX1* (Heme Oxygenase 1 gene), a nuclear factor-E2-related factor 2 (Nrf2)-target, was slightly but not significantly increased by H_2_ (Fig. 5i). This result was consistent with those of a previous study^26^. Thus, the NFAT pathway could mainly contribute to the H_2_-dependent transcriptional response induced by free radicals at least in THP-1 cells.

Taken together, these cellular responses, at least partly, are in agreement with those obtained using the *in vitro* H_2_-dependent products of OxPAPC species (Figs 3, 4). Therefore, we proposed a model in which H_2_ is linked to the modulation of Ca^2+^ signal transduction and the NFAT pathway via oxidized phospholipid species, as illustrated in Fig. 6.

## Discussion

While the biological effects of H_2_ have been evaluated in more than 300 animal studies and 10 clinical analyses in humans^6^,^7^, the molecular mechanisms by which H_2_ at low concentrations exerts its multiple effects on signal transduction remained unknown. Therefore, in this study, we aimed to examine how H_2_ regulates signal transduction pathways that mediate gene expression. Our results suggested that low concentrations of H_2_ modulated Ca^2+^ signal transduction and regulated gene expression by modifying the production of oxidized phospholipid species. Hence, these data provide important insights into one of the molecular mechanisms by which H_2_ mediates gene expression.

H_2_ can be ingested via several methods. Drinking of H_2_-infused water (H_2_-water) has been shown to be efficacious in the treatment of various diseases in animal models and humans^6^,^7^; however, H_2_ can be infused up to only 0.8 mM under atmospheric pressure, and drinking saturated H_2_-water provides a blood concentration up to only ~10 μM, with a short dwelling time in the body^11^,^27^. Moreover, inhaling 1%–4% (v/v) H_2_ gas was shown to be effective, reaching concentrations of 8–32 μM H_2_ in the blood^1^,^4^,^5^. However, initiation of cellular signals by these low concentrations of H_2_ may be difficult to be explained because H_2_ should be too inert to react with most molecules. To activate H_2_ for reaction with the other molecules, a sufficient level of a putative catalyst must be present; however, it is unlikely that such a putative catalyst would be abundant inside cells. Moreover, H_2_ is very small and is unlikely to bind to a putative H_2_-binding receptor because its intra-molecular fluctuation would be expected to lead to instability in terms of thermodynamics, as previously discussed^28^. Thus, it was unknown how low concentrations of H_2_ regulate signal transduction and gene expression.

Since increased oxidative stress involving ·OH triggers free radical chain reactions, we assumed that the chemically produced mediators derived from phospholipids could contribute to various pathogenic conditions. In the present study, we verified that a small amount of H_2_ (as low as 1.3%) affected free radical-dependent lipid peroxidation, from which oxidized lipid mediators should be derived^22^.

Generally, H_2_ hydrogenates unsaturated fatty acids at higher temperatures with a palladium catalyst. To the best of our knowledge, no studies have examined autoxidation-dependent hydrogenation at approximately 1% (v/v) H_2_ gas at 37 °C without any catalysts. Although H_2_ was thought to be inert in the absence of a catalyst at body temperature, we demonstrated that approximately 1% (v/v) H_2_ suppressed autoxidation of an unsaturated fatty acid in a chemically pure system in this study; thus, our data provided insights into the biological activities of H_2_.

There are two possibilities: the effects of oxidized phospholipid species on Ca^2+^ signaling may be explain by decreased levels of a putative agonist that induces Ca^2+^ signaling or by increased levels of a putative antagonist that disturbs Ca^2+^ signaling. Although we could not identify these species in this study, it is likely that H_2_ modified the production of reduced forms of oxidized phospholipid species during free radical chain reactions by the following previous findings: POVPC is a bioactive phospholipid-mediator that is produced by chemical oxidation of PAPC, and the reduced form of POPVC has been shown to function as an antagonist for signal transduction^18^. Thus, it is possible that during a lipid free radical chain reaction, H_2_ contributes to the generation of a reduced form(s) that function(s) as an antagonist(s). Therefore, we proposed a hypothetic model in which H_2_ is linked to the modulation of Ca^2+^ signal transduction and the NFAT pathway via oxidized phospholipid species as illustrated in Fig. 6.

Previous studies have shown that 1%–4% was efficacious in inhaling H_2_ gas in various animal experiments^1^,^3^,^4^,^29^,^30^,^31^. Since a mixed gas containing 1.3% H_2_, 30% O_2_ and 68.7% N_2_ is available, the effects of around 1.3% needed to be investigated in further studies, including clinical ones^5^. The effective concentrations of H_2_ gas were approximately consistent throughout this study (Figs 2, 3, 4, 5).

No receptors involved in Ca^2+^ signaling were identified in the present study; however, a previous study showed that some chemically oxidized phospholipid mediators, such as 9-HODE and 11-HETE, could bind a G-protein coupled receptor (G2A) to induce Ca^2+^ signaling^17^. Thus, putative oxidized phospholipid mediators or antagonists might bind to G-protein coupled receptors to modulate signal transduction.

In addition to the anti-oxidative roles of H_2_, it has shown to function as an immunosuppressant in allograft transplantation^32^. This immunosuppressant effect can be explained by the suppression of NFAT activation because an immunosuppressant such as CsA and tacrolimus (FK506) acts through the inactivation of calcineurin. Since pro-inflammatory cytokines are regulated by NFAT-dependent mechanisms^20^, the anti-inflammatory effects by H_2_ can be explained by the suppression of NFAT. Additionally, the anti-allergic effects of H_2_ can be explained by the decrease in Ca^2+^/NFAT signaling^33^.

A considerable number of the multiple functions of H_2_, as shown by previous studies, might be explained by the link between H_2_ and NFAT because of the numerous multiple functions of NFAT^20^,^34^. For example, decreased expression of inducible nitric oxide synthase (iNOS) by H_2_^35^ can be explained by the inactivation of NFAT^36^. The suppression of osteoclast differentiation^37^ and improvement of hypertension^38^,^39^ by H_2_ could involve the NFAT pathway^40^,^41^. Moreover, the decreased expression of gene products through an NFAT-dependent pathway might be involved in α-synuclein-induced degeneration of midbrain dopaminergic neurons in Parkinson’s disease^42^. This NFAT-dependent pathway might explain the beneficial effects of H_2_ in these patients^8^. Further studies are needed to elucidate the mechanisms by which H_2_ exerts multiple functions in terms of the involvement of the NFAT pathway.

In summary, in this study, we investigated the link among H_2_, oxidized phospholipids, and Ca^2+^ signaling. Further studies are warranted to identify the H_2_-dependent bioactive mediator(s). Our data provided important insights into one of the mechanisms by which H_2_ regulates signal transduction and gene expression; however, H_2_ might contribute to other types of signaling pathways as well because H_2_ regulates many genes belonging to various signaling pathways. A more detailed understanding of the molecular mechanisms of H_2_-dependent signal transduction and gene expression is expected to facilitate the application of H_2_ in a wide range of medical applications.

## Methods

### Measurement of H_2_

Gases containing H_2_ were prepared by mixing H_2_, O_2_, N_2_, and CO_2_ at various concentrations from each gas cylinder equipped with a flow meter. The H_2_ concentration in the mixed gas or air was tested in each experiment by using gas chromatography (Breath Gas Analyzer, Model TGA2000; TERAMECS Co. Ltd., Kyoto, Japan) as described previously^1^. For the measurement of H_2_ in the solvent, H_2_ was transferred to the air phase in a closed aluminum bag, and the concentration of H_2_ measured by using gas chromatography as described previously^1^. The aluminum used in the bag was covered with a plastic film to avoid any influence of aluminum.

### Autoxidation of linoleic acid-film

Linoleic acid and (±)9-HODE were purchased from Nacalai Tesque (Kyoto, Japan) and CAY (MI, USA), respectively. Linoleic acid was dissolved in cyclohexane to 16 mM, and 2 μL was dispensed into each glass tube (ϕ10 × 50 mm) that had been filled with argon gas; it was allowed to dry up to form a linoleic acid-film at the bottom of a glass tube. The glass tubes were placed into a closed aluminum bag, and the gas in the bag was completely replaced with the indicated mixed gas, where pure H_2_, O_2_, and N_2_ were obtained from separate cylinders. The bag was incubated at 37 °C for 20 h for the autoxidation, and 0.2 mL cyclohexane was immediately added to the glass tube to obtain 0.16 mM peroxidized linoleic acid. The concentration of conjugated diene was estimated by measuring the absorption at 234 nm while scanning from 200 to 300 nm.

### Autoxidation of pure PAPC in air in the absence or presence of H_2_

Chemically synthesized pure PAPC was purchased from Avanti Polar Lipids (Alabaster, AL, USA). PAPC was autoxidized in air as described previously^43^. Briefly, 0.5 mg of PAPC in 50 μL of chloroform was transferred to a ϕ10 × 50 mm glass tube and dried up under a gentle stream of nitrogen. The lipid residue was allowed to autoxidize in air with 100% humidity at 25 °C in the presence or absence of the indicated concentrations of H_2_ gas in a closed aluminum bag for the indicated periods, and then suspended in PBS at a concentration of 0.5 mg/mL.

### Estimation of OxPAPC with Liperfluo

OxPAPC was assayed in ethanol with Liperfluo as described previously^25^. Five min after adding OxPAPC to 1 μM Liperfluo at room temperature, the fluorescence was measured using a fluorescence spectrophotometer (RF-5300PC; Shimadzu Corporation, Kyoto, Japan), where wavelengths of excitation and emission were set at 488 and 535 nm, respectively.

### Measurement of Ca^2+^ signaling

Intracellular Ca^2+^ in THP-1 cells treated with OxPAPC was measured using a Calcium Kit-Fluo 4 (CS22; Dojindo, Kumamoto, Japan) according to the manufacturer’s protocol. Briefly, THP-1 cells were washed with PBS and incubated with 4.5 μM Fluo 4-AM in recording medium (20 mM HEPES, 115 mM NaCl, 5.4 mM KCl, 0.8 mM MgCl_2_, 1.8 mM CaCl_2_, 13.8 mM glucose) containing 0.064% pluronic F-127 and 1.25 mM probenecid for 30 min at 37 °C. The cells were washed with PBS and resuspended in recording medium containing 1.25 mM probenecid. The cells were seeded on 35-mm glass-bottomed dishes and then stimulated with 100 μg/mL OxPAPC or H_2_OxPAPC, followed by 25 μM ATP. The changes in Fluo 4-AM fluorescence were monitored using a laser scanning confocal microscope (FV1200; Olympus Corporation, Tokyo, Japan). The strength of each fluorescent signal in 400 cells was examined and judged as positive if there was greater than 30% of the ATP signal.

Intracellular Ca^2+^ of THP-1 cells treated with the free radical inducer AAPH^23^ was measured by Fluo-3 (F-23915; Molecular Probes, Eugene, OR, USA). Briefly, THP-1 cells were pre-incubated with 2 μM Fluo 3-AM in HBSS containing 0.02% pluronic F-127 for 30 min at 37 °C, resuspended in RPMI1640 (with 10% FBS) containing 2.5 mM probenecid, seeded in 24-well plates, and then treated with AAPH in the presence or absence of H_2_. Changes in Fluo-3 fluorescence signals were observed using a laser scanning confocal microscope (FV1200; Olympus).

### Mass spectrometric analysis and presentation of data using heat maps

OxPAPC (dissolved in chloroform at 2.5 mg/mL) was analyzed using by electrospray ionization-mass spectrometry (ESI-MS) by using an LTQ ORBITRAP XL mass spectrometer (Thermo Fisher Scientific, San Jose, CA, USA) equipped with a nitrogen sheath gas flow rate of 40 AU at 300 °C. The sample was directly infused. The scanning range was from *m/z* 250 to 1000 in the positive ion detection mode. The ion spray voltage was set to 4 kV. OxPAPC species were identified according to their *m/z* values and confirmed using mass spectrometric analysis as described previously^14^,^44^,^45^.

Two independent experiments were performed. The average of the data was used for construction of a heat map and displayed in mass spectrometric profiles. In the heat map, bands were arranged according to molecular mass from small to large, and the strength of each band obtained from H_2_OxPAPC was compared with those by OxPAPC. Red and green bands represented increased and decreased levels as compared with those of OxPAPC, respectively. The mass spectrometric display indicates the average band from two experiments. Only when bands were detected by all of 10 experiments (two experiments at 0%, 0.2%, 0.3%, 1.3% and 5% of H_2_), they were adopted.

### Comprehensive analysis of gene expression

THP-1 cells were exposed for 4 h to PAPC or OxPAPC, H_2_[1.3%]OxPAPC, and H_2_[5%]OxPAPC that had been autoxidized for 3 days with 0%, 1.3%, or 5% H_2_, respectively. Total RNA was extracted using an RNeasy Mini Kit according to the manufacturer’s protocol (Qiagen, Valencia, CA, USA) and labeled using a Low-Input QuickAmp Labeling Kit, One-Color (Agilent Technologies, Santa Clara, CA, USA). Gene expression analysis was performed on samples from three independent experiments using a microarray (SurePrint G3 Human GE 8 × 60 K v2 Microarray; Agilent Technologies). The raw microarray data were deposited in the Gene Expression Omnibus (GEO; accession number, GSE62434; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62434). CREB target genes were selected according to the CREB Target Gene Database (http://natural.salk.edu/CREB/), while NFAT target genes were selected by reference to Medline, as listed in Supplementary Table 1. Signal transduction pathways associated with each gene were identified according to the KEGG Pathway Database (http://www.genome.jp/kegg/pathway.html).

### Quantitative real-time PCR

To quantify mRNA levels, quantitative real-time PCR was carried out using TaqMan Probe and Premix Ex Taq (Probe qPCR; TaKaRa Bio Inc., Shiga, Japan) in a TaKaRa PCR Thermal Cycler Dice TP960 (TaKaRa Bio) according to the manufacturer’s protocols. To normalize mRNA expression levels, glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as an endogenous internal control. Primers and probes used for RT-PCR are described in Table 2.

**ELISA (**Enzyme-linked immuno-sorbent assay) HAEC and THP-1 cells were treated with PAPC, OxPAPC or H_2_OxPAPC for 22 h. The IL-8 (HAEC) and TNF-α (THP-1) contents in the culture media were determined using Human CXCL8/IL-8 Quantikine ELISA Kit (R&D Systems, Minneapolis, MN, USA) and Human TNF-α Quantikine ELISA Kit (R&D Systems, Minneapolis, MN, USA), respectively, according to the manufacturer’s protocol.

### Detection of lipid peroxidation in cultured cells

THP-1 cells (1 × 10^5^ cells/mL) were stained with 5 μM Liperfluo^25^ for 30 min and then treated with 10 mM of AAPH^23^ for 4.5 h in the absence or presence of the indicated concentrations of H_2_ gas in a closed vessel. The cells were analyzed using a Cell Lab Quanta flow cytometer (Beckman Coulter, Miami, FL, USA).

### Detection of the translocation of NFAT into the nucleus by immunofluorescence

THP-1 cells (1 × 10^5^ cells/mL) were treated with OxPAPC (0.1 mg/mL), or H_2_[2.5%]OxPAPC (0.1 mg/mL) for 1.5 h, which were used for the Ca^2+^ signaling assay, and then the translocation of NFAT was determined using immunofluorescence as follows. The cells were fixed for 20 min with 10% neutral buffered formalin (3.8% formaldehyde), and then permeabilized with 0.2% Triton X-100 in Tris-buffered saline (TBS-T) for 10 min. After the cells were washed, and blocked with 5% nonfat milk in TBS-T, they were incubated with anti-NFAT1 antibodies (1:100 dilution; 25A10.D6.D2; Abcam, Cambridge, MA, USA) overnight at 4 °C, followed by incubation with Alexa Fluor 488-conjugated anti-mouse antibodies (1:400 dilution; A-11029; Life Technologies, Carlsbad, CA, USA) for 1 h at 25 °C. The cells were counterstained with Hoechst 33342. Immunofluorescence was observed using a laser scanning confocal microscope (FV1200; Olympus).

THP-1 cells (1 × 10^5^ cells/mL) were treated with 10 mM AAPH for 3 h in the absence or presence of indicated concentrations of H_2_, and the NFAT translocation was investigated using immunofluorescence as described above.

### Cell culture

THP-1 cells (ATCC) were cultured in RPMI1640 containing 10% FBS. Human aortic endothelial cells (HAEC) were obtained from Lonza and maintained in endothelial cell growth medium [EBM medium + growth supplements+FCS (Lonza)]. Cells were cultured at 37 °C in a 5% CO_2_ humidified atmosphere and were used for experiments from passage 4 to 8.

### Statistical analysis

Statistical differences between groups were assessed by one-way analysis of variance (ANOVA) with Tukey-Kramer post hoc analysis unless otherwise mentioned. Statistical analyses were performed with IBM SPSS21 software. Results were considered significant at *P* < 0.05. When 0.01 < *P* < 0.05, the actual *P* values were noted. Data are presented as means ± standard deviations.

## Additional Information

**How to cite this article**: Iuchi, K. *et al.* Molecular hydrogen regulates gene expression by modifying the free radical chain reaction-dependent generation of oxidized phospholipid mediators. *Sci. Rep.* **6**, 18971; doi: 10.1038/srep18971 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
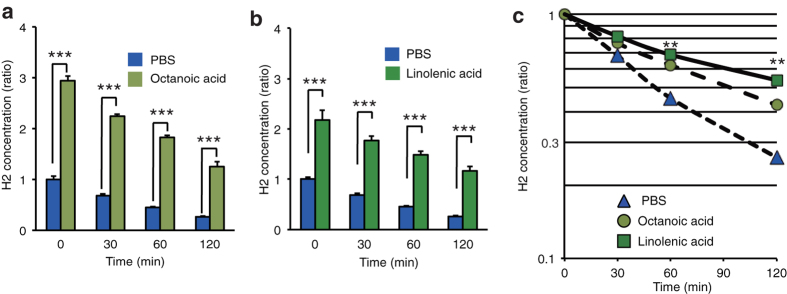
Solubility of H_2_ in fatty acids in the presence of an aqueous solvent. H_2_-saturated phosphate-buffered saline (PBS) was mixed with the same volume (75 mL) of saturated fatty acid (octanoic acid) (**a**) or unsaturated fatty acid (linolenic acid) (**b**) and maintained for 16 h in a closed aluminum bag as described in Methods. The same volume (3 mL) of each phase was transferred to each open tube (ϕ13 mm), followed by measurement of H_2_ at the indicated time (*n* = 4). The experiments were performed at 25 °C. ***P < 0.001 *vs*. PBS. (**a**,**b**) Significance was calculated using an unpaired two-tailed Student’s t-test. (**c**) Time courses of retention times of H_2_ in each phase in the open vessels. **P < 0.01, *vs*. octanoic acid (*n* = 4).

**Figure 2:**
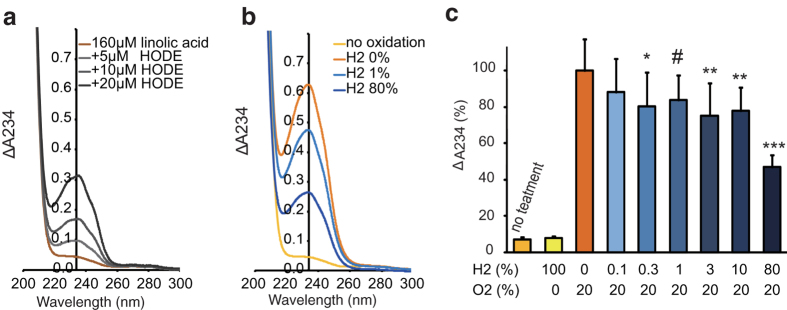
Suppression of autoxidation of linoleic acid-film by H_2_ gas. (**a**) Profile of ultraviolet absorption of 9-hydroxyoctadecadienoic acid; CH_3_(CH_2_)_4_-CH = CH-CH = CH-CH(-OH)-(CH_2_)_7_-COOH) (9-HODE) in cyclohexane, shown as a standard conjugated diene. (**b**) Linoleic acid-film was autoxidized at 37 °C for 20 h in a glass tube placed in a closed aluminum bag in the presence of various concentrations of H_2_ and O_2_ as described in Methods. Representative profiles of ultraviolet absorption of the cyclohexane solution of H_2_-dependent autoxidized linoleic acid are shown. (**c**) Linoleic acids autoxidized with various concentrations of H_2_ were evaluated by measuring absorption at 234 nm. *P = 0.034 (0.3% H_2_), #*P* = 0.069 (1% H_2_), **P < 0.01 (3% H_2_, 10% H_2_), and ***P < 0.001 (80% H_2_) *vs*. 0% H_2_ (*n* = 15).

**Figure 3:**
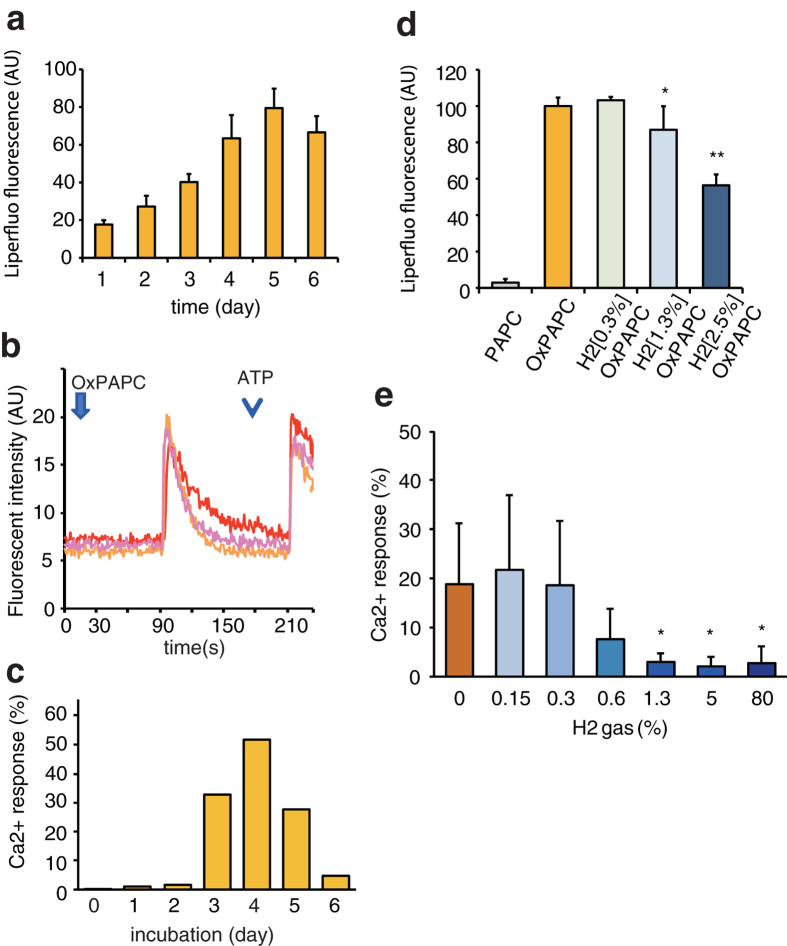
PAPC autoxidized with H_2_ modulated Ca^2+^ signaling. (**a**) Chemically pure PAPC was autoxidized in air with 100% humidity at 25 °C in a closed aluminum bag for the indicated periods, and time-dependent production of peroxides in air from chemically pure PAPC was estimated using Liperfluo fluorescence, where wavelengths of excitation and emission were set at 488 and 535 nm, respectively, as described in Methods. (**b**) Representative responses in THP-1 by OxPAPC with the fluorescent Ca^2+^ indicator Fluo4-AM are shown as described in Methods. The arrow and arrowhead indicate the addition of OxPAPC and ATP, respectively. ATP (a ligand of the Ca^2+^ channel P2X7) was used as a positive control. (**c**) PAPC was autoxidized for the indicated periods at 25 °C, and subjected to the Ca^2+^-signaling assay in THP-1 cells. The OxPAPC-induced Ca^2+^ response depended on autoxidizing period of OxPAPC. (**d**) PAPC was autoxidized in air for 3 days in the absence or presence of the indicated concentrations of H_2_ (H_2_OxPAPC), and the peroxide of OxPAPC or H_2_OxPAPC was estimated using Liperfluo as described in (**a**) (*n* = 3-6). *P = 0.044, **P < 0.01. (**e**) PAPC was autoxidized in air for 3 days with the indicated concentrations of H_2_ (H_2_OxPAPC) and then subjected to Ca^2+^ signaling assays as described in Methods (*n* = 6). *P = 0.021 (1.3%H_2_), *P = 0.022 (5% H_2_), and *P = 0.030 (80% H_2_) *vs*. no H_2_.

**Figure 4:**
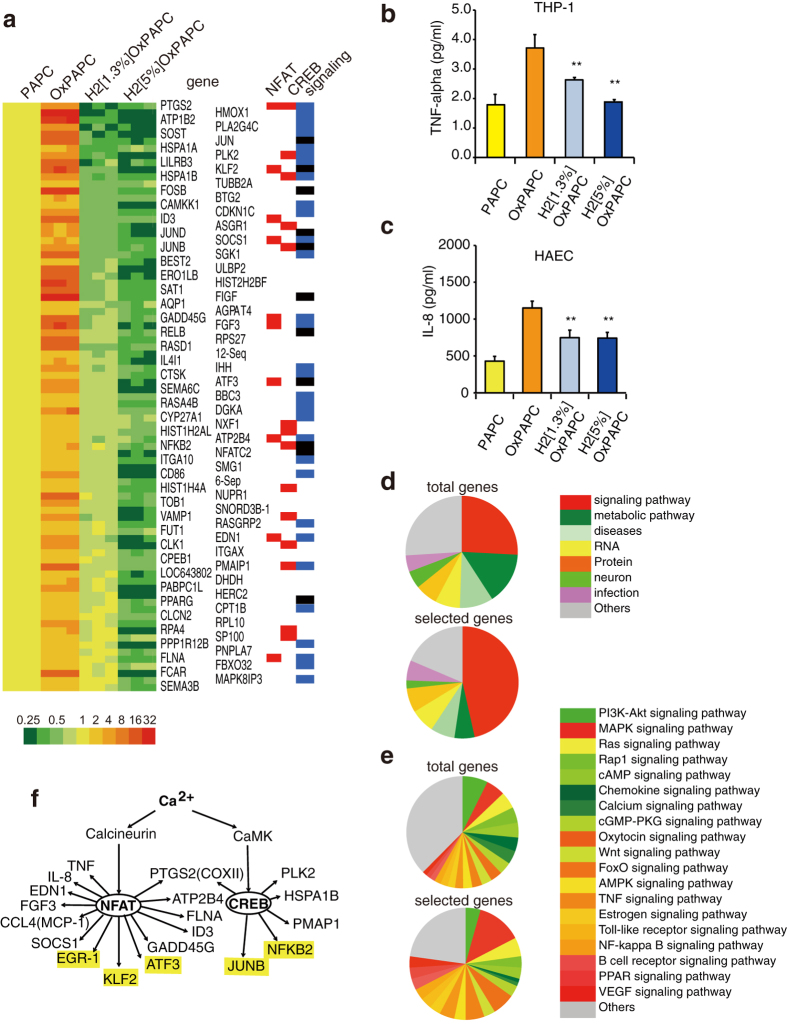
Changes in gene expression regulated by H_2_OxPAPC. (**a**) Three samples of PAPC, OxPAPC, and H_2_OxPAPC were exposed to THP-1 cells for 4 h, and the gene expression was comprehensively analyzed using microarray. Eighty-six genes were selected according to the following criteria; genes up-regulated by OxPAPC (more than 2.5-fold, *vs.* PAPC) and those down-regulated by H_2_[1.3%]OxPAPC and H_2_[5%]OxPAPC (less than 0.75-fold and 0.5-fold, respectively, *vs*. OxPAPC) are shown in a heat map (red and green indicate the up-regulation *vs.* PAPC treatment, and the down-regulation *vs.* OxPAPC treatment, respectively, as shown in the color gradient). Possible target genes of NFAT and CREB are marked with red on the right. Genes encoding factors involved in signal transduction and transcription are indicated by blue and black, respectively, on the right. The release of TNF-α (**b**) (from THP-1) and IL-8 (**c**) (from HAEC) was investigated using ELISA as described in Methods. (**d**, upper) Ratio of genes belonging to each category for a total of 7,142 genes identified by the KEGG database. (**d**, lower) Ratio of genes belonging to each category in the 86 selected genes listed in a. (**e**, upper) Ratio of genes belonging to each signaling pathway identified by the whole KEGG database. (**c**, lower) Ratio of genes belonging to each signaling pathway in the selected genes listed in (**a)**. (**f**) The H_2_OxPAPC-dependent expression of genes transcribed by CREB and NFAT. Transcription factors are indicated in yellow.

**Figure 5:**
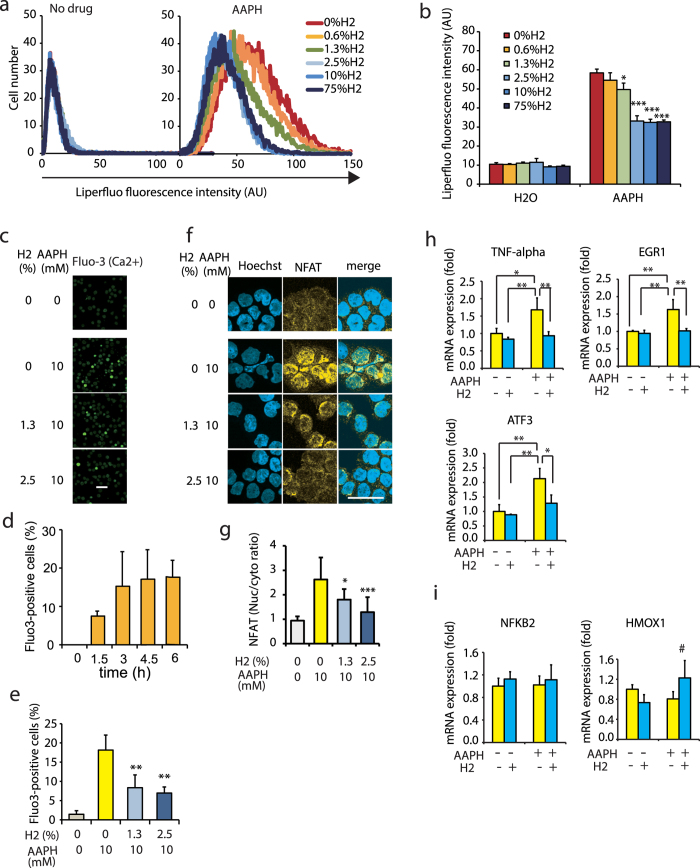
H_2_ suppressed free radical inducer-dependent fatty acid peroxidation and Ca^2+^ and NFAT signaling. (**a**) THP-1 was exposed to a free radical inducer (10 mM AAPH) in the absence or presence of the indicated concentrations of H_2_ for 4.5 h. Representative flow cytometric profiles are shown to demonstrate lipid peroxides with Liperfluo signals. (**b**) The Liperfluo signals were quantified. *P = 0.015, ***P < 0.001 *vs*. 0% H_2_ (*n* = 6). (**c**) THP-1 cells were treated with 10 mM AAPH for 3 h in the presence of the indicated concentrations of H_2_. Intracellular Fluo-3 fluorescence intensity was observed using a laser scanning confocal microscope. Scale bar: 50 μm. (**d**) THP-1 cells were treated with 10 mM AAPH for the indicated periods in the absence of H_2_ and then time dependent increase in Ca^2+^-signal was monitored by intracellular Fluo-3 fluorescence intensity as described in (**c**). (**e**) Fluo3-positive cells were semi-quantified after the treatment with 10 mM AAPH for 3 h in the absence or presence of the indicated concentrations of H_2_. **P < 0.01 *vs.* no H_2_ (*n* = 3). (**f**) THP-1 was treated with 10 mM AAPH for 3 h in the presence of the indicated concentrations of H_2_. The translocation of NFAT into the nucleus was examined as described in Methods and shown by immunostaining in yellow. The nucleus was counter-stained with Hoechst 33342 as shown in blue. Scale bar: 50 μm. (**g**) The NFAT-expressing areas were semi-quantified and shown by the ratio of NFAT in the nucleus with that in cytosol. *P = 0.023 and **P < 0.01 *vs*. no H_2_ (*n* = 10). (**h**,**i**) The expressions of the NFAT-target genes (*TNF-α*, *EGR1*, and *ATF3*) (**h**) and non-NFAT target gens (*NFKB2* and *HMOX1*) (**i**) were estimated using RT-PCR coupled with a TaqMan probe (the probes are listed in Supplementary Table 2). The names of the genes are described in Supplementary Table 1. *P = 0.015 (for *ATF3*) (+AAPH and +H_2_ *vs*. +AAPH and –H_2_). #*P* = 0.14 (for *HMOX1*) (+AAPH and –H_2_ *vs*. +AAPH and + H_2_), and **P < 0.01 (*n* = 3)

**Figure 6:**
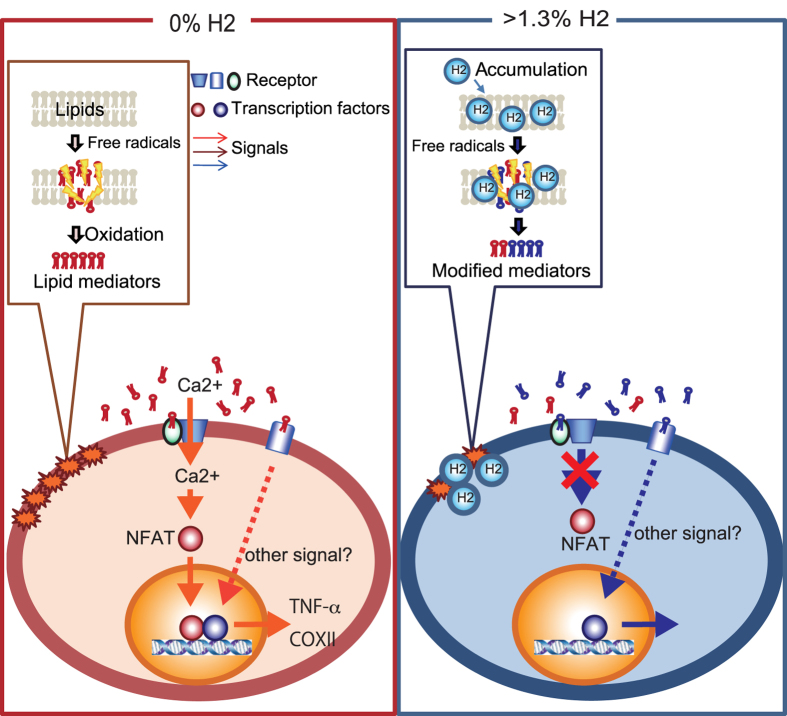
A model of the proposed pathway. When free radical chain oxidation generates oxidized phospholipid mediators, Ca^2+^ signaling is induced, followed by the activation of calcineurin and subsequent induction of the NFAT pathway. On the other hand, H_2_ modifies the production of oxidized phospholipids by modulating free radical chain reactions. The putative oxidized phospholipids appear to function as antagonists and lead to a decline in Ca^2+^ signaling.

How the deposited data were processed for this re-analysis (not part of the article)

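RNA from THP-1 cells exposed for 4 h to PAPC, OxPAPC, H_2_[1.3%]OxPAPC or H_2_[5%]OxPAPC was measured on 12 single-color Agilent arrays, 3 per condition. The authors deposited the scanner output of each array, in which each spot has an intensity on a linear scale, with the background already removed by the scanner software, and flags for outliers, saturation and signal well above background. They also deposited a table of processed intensities on a linear scale. Each column of that table was the array's own processed intensity times 1 factor, with factors from 5.45 to 16.9, and after it the 2% trimmed mean was the same on every array. The paper's text names neither a normalization of the arrays nor the software that made the selection of genes, and it gives a general statement that groups were compared by one-way tests with Tukey-Kramer comparisons.

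From the deposited intensities, log2 values were taken minus the 75th percentile of each array's 58717 spots that were not controls. Outlier spots were left out, spots of 1 probe were averaged, and 28 of 50599 probes had no usable spot on some array. Probes were kept when well above background on every array of at least 1 condition, which left 23690. The scanner output gives an accession for each probe and no gene name. Accessions, without versions, were matched to the RefSeq annotation of the assembly GRCh38.p14, which gave a symbol to 30004 of the 50599 probes; the others kept the name in the file. Coordinates are not given, since the arrays were designed on another build. For each gene the probe with the highest mean over the 12 arrays was used, and values of other probes are given for RHOB, ATF3, ATP2B4, FLNA and CCL4. The other probes of EDN1, BCAS1, LINC00944 and MYO3A were well above background on no array, and that of GADD45G on 2 OxPAPC arrays and 1 H_2_[5%]OxPAPC array. A probe below background on every array of a condition has only a bound there, given as at least so many fold; where the alternatives are compared, its fitted value is given, which shows no direction.

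Comparisons used limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided) over all 4 conditions without covariates, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fold criteria of the legend of Fig. 4a (2.5, 0.75 and 0.5) were applied to differences of condition means of log2 values. The held-out share and the share of the OxPAPC response kept used the 3 replicate numbers only to divide the arrays. Gene lists for NRF2 targets, heat shock genes, ATF4 targets, immediate early genes, calcineurin-NFAT genes and PPAR targets were written from general knowledge before the data were examined and tested with camera (inter-gene correlation 0.01), with adjustment over 12 tests and fry as a check. The genes named in the text are those the paper's text and Fig. 4f name, CCL2, RCAN1, and the 5 largest rises and 5 largest falls, by fitted log2 change, in OxPAPC against PAPC and in H_2_[5%]OxPAPC against OxPAPC, among genes with a symbol, an adjusted p under 0.05, no overlap between arrays and signal well above background in the higher condition. 1 gene that this rule gave is not reported here, and the numbers of values counted over the named genes include it. This rule, the comparisons and the alternatives were set before the data were examined, except the scalings on E1A control probes and on the median of the probes well above background on all arrays, which were chosen after seeing the data.

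The procedure was tested on simulated data. On 12 simulated arrays with the real genes' means and spreads and 200 of 18849 genes changed by known amounts, 87.5% of the changed genes were recovered for OxPAPC against PAPC, 23.0% for H_2_[1.3%]OxPAPC against OxPAPC, where the simulated changes were smallest, and 58.0% for H_2_[5%]OxPAPC against OxPAPC, and 3.31%, 4.17% and 3.33% of the calls were false. On the real arrays far more genes were called, 12736 for OxPAPC against PAPC and 13877 for H_2_[5%]OxPAPC against OxPAPC. These shares therefore do not show how the procedure performs when most genes change. A simulated response kept at 75 and 50 percent was recovered as 74.0% and 49.2%.

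The alternatives were quantile normalization, normexp background correction with an offset of 50, no filter on dim probes, only probes well above background on all 12 arrays, every probe on its own, the mean of the probes of a gene, the deposited table of intensities, the replicate number or the slide as a block, each array left out in turn, only the 6 arrays compared, the methods' Tukey-Kramer comparison, and folds met in each replicate number. Normexp was run on the median spot intensity, the mean spot intensity named in the plan not being used here. The highest and the lowest correlation between 2 arrays were 0.986 and 0.952, and at most 0.0017% of spots had equal intensity on 2 arrays, so no array was a copy of another. The KEGG categories and the lists of CREB and NFAT targets of Supplementary Table 1 were not used here, and the shares of categories were not recomputed.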

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

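The tests of slide, of array scaling and of RNA amount in this part, and the scalings on E1A control probes and on the median of the probes well above background on all arrays, were chosen after the results were seen.

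The paper selected genes raised by OxPAPC and lowered by H_2_, and does not report the mirror image, genes that OxPAPC lowers and H_2_ raises. By the mirrored folds 258 such genes were found, 142 of them well above background on all 12 arrays. CCR2, THBD and CD93 met these folds. A difference between slides or scan days was weighed as an explanation; with slide as a block 264 genes met the mirrored folds. The number was 376 with quantile normalization, 208 with the authors' deposited table of intensities and 232 with scaling on the median of the probes well above background on all arrays. Of the 258 genes, 206 met the mirrored folds under all 3 of these, which argues against the choice among scalings on the gene probes as the whole cause. With scaling on the E1A control probes the number was 3397, but that scaling moves all genes in the mirrored direction, so it could not lower the number and decides nothing here. With normexp the number was 94, and 55 of the 258 genes were among them. That correction was run with an offset of 50, which makes the folds of dim probes smaller whatever their cause. The lower number therefore cannot decide whether the background correction is a cause, and this stays open. An effect of the oxidation products on these genes was not tested apart from the background correction.

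The arrays also carry E1A control probes, for control RNA that the maker of the arrays supplies to be added to samples, which the paper does not mention. These probes had a mean log2 intensity of 11.87 with PAPC, 12.09 with OxPAPC, 12.04 with H_2_[1.3%]OxPAPC and 11.76 with H_2_[5%]OxPAPC. Against them, the 75th percentile of the gene probes was higher by 1.84 on the log2 scale with H_2_[5%]OxPAPC than with OxPAPC, and it was lower with OxPAPC than with PAPC (-1.10), where the SD between arrays of a condition was 0.082. On the slide that holds arrays of all 4 conditions, the same differences were 1.81 and -1.17, which argues against slide or scan day as the cause. Less messenger RNA per total RNA in cells exposed to OxPAPC and less sample RNA relative to the control RNA may both lower the value with OxPAPC. They cannot be told apart there, because the amount of RNA per array was not analysed here. Against the E1A probes, the 75th percentile was -3.67 ± 0.11 (SD, n = 3) with H_2_[5%]OxPAPC and -4.41 ± 0.074 (SD, n = 3) with PAPC. Less messenger RNA with OxPAPC alone would not put H_2_[5%]OxPAPC above PAPC. These values argue against it as the whole cause of the difference of 1.84, for which a different amount of sample RNA relative to the control RNA stays open. A comparison scaled on the gene probes reports each gene relative to the others, and does not show this shift.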

How the results depend on the processing

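The scalings on the E1A control probes and on the median of the probes well above background on all arrays were chosen after seeing the data. The other alternatives were set before the data were examined. For the results compared between conditions, 439 of 482 values under those alternatives stayed on the same side of their threshold or, for counts, within 1.5 times, or, for shares, within the spread between replicates. For the named genes, 2137 of 2229 values did.

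With quantile normalization the held-out share was 65.5%, the response kept with H_2_[5%]OxPAPC was 16.6% for raised and 1.65% for lowered genes, PPAR targets with OxPAPC rose by a median of 0.43 (past the threshold), immediate early genes with H_2_[5%]OxPAPC fell by 0.72 (past it), and NRF2 targets with H_2_[5%]OxPAPC had a median of -0.020. With normexp background correction 103 genes met the 3 folds, 102 with adjusted p in all 3 comparisons and 94 the mirrored folds. The held-out share was 70.7%, and the response kept was 20.4% (raised genes, H_2_[5%]OxPAPC) and 77.2% (lowered genes, H_2_[1.3%]OxPAPC). Heat shock genes with OxPAPC lost significance, with a median log2 change of 0.13 (adjusted p = 0.553 in camera). With this correction the sign changed for TNF (0.020) and LINC00944 (-0.038) with H_2_[1.3%]OxPAPC, and for CXCL8 (-0.58), FLNA (0.15) and ATP2B4 (0.11) with H_2_[5%]OxPAPC, of which CXCL8 alone was past the threshold. The fitted sign also changed for AGTRAP (-0.029) and LRRC58 (-0.012) with H_2_[1.3%]OxPAPC, SIK1 (-0.29) with H_2_[5%]OxPAPC and LRRC58 (0.13) with OxPAPC; these 3 genes were well above background on no OxPAPC array, so these signs show no change of direction. The offset is added before the arrays are scaled, so it weighs more on dim arrays.

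Without a filter on dim probes, 1684 genes were called for H_2_[1.3%]OxPAPC against OxPAPC, 25249 for H_2_[5%]OxPAPC against OxPAPC, 24055 for H_2_[5%]OxPAPC against H_2_[1.3%]OxPAPC, and 1547 met the 3 folds. Of the calls, 22.2% were higher for H_2_[5%]OxPAPC against OxPAPC (43.0% in the main setting) and 20.0% for H_2_[5%]OxPAPC against H_2_[1.3%]OxPAPC (39.3%). The held-out share was then 27.8%. The response kept by raised genes was 88.7% ± 53.0 with H_2_[1.3%]OxPAPC and -59.8% ± 78.5 with H_2_[5%]OxPAPC (SD over the 3 ways to leave a replicate number out). This spread is too wide to settle either value. For lowered genes with H_2_[1.3%]OxPAPC the response kept was 71.1% ± 1.30. Calcineurin-NFAT genes rose by 0.85 with OxPAPC (past the threshold), and NRF2 targets with H_2_[5%]OxPAPC had a median of -0.027. With probes well above background on all 12 arrays, 306 genes met the 3 folds and 142 the mirrored folds, fewer genes being tested, and the response kept was 6.85% (raised genes, H_2_[5%]OxPAPC) and 74.8% (lowered genes, H_2_[1.3%]OxPAPC). With the mean of the probes of a gene, immediate early genes with H_2_[5%]OxPAPC fell by 0.76, past the threshold. With the authors' deposited table of intensities, the response kept by lowered genes was 72.2% with H_2_[1.3%]OxPAPC and 9.05% with H_2_[5%]OxPAPC, and NRF2 targets with H_2_[5%]OxPAPC had a median of -0.023. In that table 61.5% of the calls for OxPAPC against PAPC were higher (51.4% in the main setting), 64.5% of those for H_2_[1.3%]OxPAPC against PAPC (53.3%) and 54.2% of those for H_2_[5%]OxPAPC against PAPC (36.3%).

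With slide as a block, 1555 genes were called for H_2_[1.3%]OxPAPC against OxPAPC and 169 met the 3 folds with adjusted p. Only H_2_[1.3%]OxPAPC arrays lay on the slide of 2 of the 3 H_2_[1.3%]OxPAPC arrays, so for H_2_[1.3%]OxPAPC this fit rests on the third, and for H_2_[5%]OxPAPC, with 2 arrays alone on their slides, on 1 array. For the named genes 15 values lost significance. Heat shock genes with OxPAPC lost significance, with a median log2 change of 0.28 (adjusted p = 0.0519 in camera). NRF2 targets with H_2_[5%]OxPAPC had a median of -0.083. The sign changed for CXCL8 (-0.062 and -0.13 with H_2_[1.3%]OxPAPC and H_2_[5%]OxPAPC) and LINC00944 (-0.28) with H_2_[1.3%]OxPAPC. The fitted sign of NUDT14 (-0.069) with H_2_[1.3%]OxPAPC also changed, with no array of either condition well above background. The replicate number as a block gave 12618, 4057 and 13700 calls for OxPAPC against PAPC, H_2_[1.3%]OxPAPC against OxPAPC and H_2_[5%]OxPAPC against OxPAPC, and 360 genes meeting the 3 folds with adjusted p; the call of H1-1 with H_2_[1.3%]OxPAPC changed (-0.90, adjusted p = 0.0616 in limma, where the range over the alternatives was 0.00396 to 0.125), and no other call of a named gene or list did. The deviations of same-numbered arrays from their condition means had a median correlation of 0.0042 over 18 pairs, over 0.1 in 1 of them, which shows no pairing by number. For arrays of different conditions on the same slide the median was 0.058 over 11 pairs, over 0.1 in 4, and on different slides -0.0098 over 43 pairs, over 0.1 in 1, so arrays of a slide shared some of their deviation. The methods' Tukey-Kramer comparison after Benjamini-Hochberg adjustment called 2384 genes for H_2_[1.3%]OxPAPC against OxPAPC and 219 for the 3 folds with significance, and 228 genes met the 3 folds in each replicate number and 87 the mirrored folds.

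With each array left out, heat shock genes with OxPAPC had medians between 0.30 and 0.39, and lost significance without PAPC replicate 2; immediate early genes with H_2_[5%]OxPAPC had medians between -0.78 and -0.66, past the threshold without PAPC replicate 1, and NRF2 targets with H_2_[5%]OxPAPC between -0.053 and 0.054. With H_2_[1.3%]OxPAPC, the range was -0.15 to 0.063 for TNF, -0.23 to 0.28 for CXCL8, -0.19 to 0.79 for SIK1 (fitted values, with no OxPAPC array well above background), -0.33 to 0.20 for LINC00944 and -0.54 to 0.32 for MYO3A, and for CXCL8 with H_2_[5%]OxPAPC it was -0.0071 to 0.41. The number of genes meeting the 3 folds stayed between 498 and 591.

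Scaling on the E1A control probes moved the median of all genes to -1.05 for OxPAPC against PAPC. It became 0.25 for H_2_[1.3%]OxPAPC against OxPAPC and 1.69 for H_2_[5%]OxPAPC against OxPAPC. Changes with this scaling are best read relative to these medians. Then 11 genes met the 3 folds, 6 with adjusted p, 3397 met the mirrored folds, and 14317 were called for H_2_[5%]OxPAPC against PAPC. Of the calls, 4.05% were higher for OxPAPC against PAPC, 93.7% for H_2_[1.3%]OxPAPC against OxPAPC (56.4% in the main setting), 99.3% for H_2_[5%]OxPAPC against OxPAPC, 99.7% for H_2_[5%]OxPAPC against H_2_[1.3%]OxPAPC, 3.29% for H_2_[1.3%]OxPAPC against PAPC and 98.5% for H_2_[5%]OxPAPC against PAPC. The held-out share was 37.0%, and the response kept was 66.4% and 107.7% for raised genes and 77.8% and -37.7% for lowered genes, with H_2_[1.3%]OxPAPC and H_2_[5%]OxPAPC. With OxPAPC the medians were -0.22 for NRF2 targets, -0.78 for heat shock genes, -0.064 for ATF4 targets, -0.41 for calcineurin-NFAT genes and -0.80 for PPAR targets, and with H_2_[5%]OxPAPC 1.39 for heat shock genes, 1.098 for immediate early genes, 1.24 for calcineurin-NFAT genes and 1.50 for PPAR targets. Camera, which sets a list against the other genes, gave adjusted p = 4.74e-07 for NRF2 targets, 2.45e-07 for ATF4 targets and 0.0104 for calcineurin-NFAT genes with OxPAPC. Its adjusted p was 0.317 for heat shock genes and 0.147 for PPAR targets. With H_2_[5%]OxPAPC it was 0.00487 for immediate early genes, and over 0.05 for heat shock genes, calcineurin-NFAT genes and PPAR targets. The sign changed with OxPAPC for CXCL8 (-0.071, a fitted value with no PAPC array well above background), FLNA (-0.74) and ATP2B4 (-0.71), with H_2_[1.3%]OxPAPC for TNF (0.17), RCAN1 (0.0060) and MYO3A (0.056), and with H_2_[5%]OxPAPC for TNF (1.13), EGR1 (1.08), ATF3 (1.65), NFKB2 (0.45), CCL4 (0.54), SOCS1 (0.18), GADD45G (0.51), ID3 (0.68), FLNA (1.65), ATP2B4 (1.57), HSPA1B (0.14), PMAIP1 (0.50), JUNB (0.37) and VEGFD (0.074).

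Scaling on the median of the probes well above background on all arrays gave 554 genes meeting the 3 folds, 390 with adjusted p and 232 for the mirrored folds; NRF2 targets with H_2_[5%]OxPAPC had a median of -0.022, and no call of a named gene changed.

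Apart from what an alternative's own construction shows, the cause was not tested. Signal over background limits the values of dim probes.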

Differences from the paper's values

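The paper reports 86 selected genes. By the 3 folds of the legend of Fig. 4a, 517 genes were found, and 367 when an adjusted p under 0.05 was also required in all 3 comparisons. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with normexp background correction (103 genes, and 102 with adjusted p). It did not with quantile normalization, without a filter, with probes well above background on all 12 arrays, with the mean of the probes, with every probe on its own, with the authors' deposited table of intensities, with any 1 array left out, with the slide or the replicate number as a block, with the methods' Tukey-Kramer comparison before or after Benjamini-Hochberg adjustment, or with folds met in each replicate number. A close count does not show the same genes, since with normexp background correction 17 of the genes labelled in the heat map met the 3 folds, against 51 in the main setting and 60 with the deposited table of intensities.

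The paper places the genes of Fig. 4f among its selected genes. Of these 19 genes, 11 met the 3 folds on the arrays, 12 with the mean of the probes of a gene and 5 with normexp background correction. Counting any probe of a gene and no filter on dim probes, a combination chosen after seeing the data, 13 did, with ATF3 and PTGS2 added. TNF, CXCL8, EGR1, CCL4, FLNA and ATP2B4 did not. CXCL8, the gene of IL-8, had a log2 fold change of 0.18 between H_2_[5%]OxPAPC and OxPAPC (adjusted p = 0.612 in limma with Benjamini-Hochberg adjustment). With normexp background correction it was -0.58 (adjusted p = 0.000229 in limma), and over all alternatives the adjusted p lay between 5.87e-05, with a rise under scaling on E1A control probes, and 0.986. The probe of ATF3 with the highest mean gave -0.18 for H_2_[5%]OxPAPC against OxPAPC (adjusted p = 0.120 in limma), and without PAPC replicate 1 its adjusted p was 0.0409, where the range over the alternatives was 4.07e-08, with a rise under scaling on E1A control probes, to 0.344. For H_2_[1.3%]OxPAPC against OxPAPC, the adjusted p of EGR1 was 0.241, and 0.0436 without PAPC replicate 1, where the range over the alternatives reached 0.958. Figure 4f writes MCP-1 beside CCL4; the probe of CCL2, the gene of MCP-1, was well above background on no array.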

Other observations

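In this part, the tests on dim probes and on genes without a symbol were chosen after the results were seen. The random regroupings and other splits of the arrays were set before.

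In random regroupings of the 12 arrays into 4 groups of 3, 1 of 100, the real one, gave as many genes meeting the 3 folds, and 1 of 100 gave as many with adjusted p, so chance can be excluded for both counts. The median of the others was 7 genes and the highest 476. For the pairwise comparisons, 1 of 10 splits of the 6 arrays, the real one, gave as many calls in each of the 6 comparisons, where the next highest split gave 0 or 1 calls, and 10 splits are too few to exclude chance.

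Without a filter on dim probes, 285 of the genes meeting the 3 folds were well above background on no array. On such probes the median log2 change was 0.61 for OxPAPC against PAPC and -1.25 for H_2_[5%]OxPAPC against OxPAPC, the direction of the paper's selection. With quantile normalization, which gives all arrays 1 distribution, 47 genes well above background on no array met the 3 folds and the medians were 0.027 and -0.049. The scaling of arrays of unequal brightness may therefore give the pattern of the selection to probes at background. For genes well above background on all 12 arrays the number was 306, and 300 with quantile normalization, which argues against this explanation there. None of the labels read in Fig. 4a that had a probe was below background on all arrays.

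Genes raised over 2.5-fold by OxPAPC kept 73.3% ± 3.16 (SD over the 3 ways to leave a replicate number out) of their response with H_2_[1.3%]OxPAPC and 9.88% ± 2.59 with H_2_[5%]OxPAPC, and lowered genes kept 73.9% ± 0.786 and 17.0% ± 6.51. These values are relative to the 75th percentile of each array and changed with the scaling.

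The gene lists did not all return. NRF2 targets rose with OxPAPC (median log2 change 0.88, 16 of 20 genes higher, adjusted p = 0.000263 in camera) and showed no change as a list between H_2_[5%]OxPAPC and OxPAPC (0.0030, 10 of 20 genes higher, adjusted p = 0.628), where median and mean (-0.068) differed in sign, although HMOX1 itself was lower. ATF4 targets rose with OxPAPC (1.04, 16 of 21 genes, adjusted p = 0.00148) and were higher again with H_2_[5%]OxPAPC than with OxPAPC (0.43, 15 of 21 genes, adjusted p = 0.00614). Immediate early genes rose with OxPAPC (2.11, 15 of 19 genes, adjusted p = 0.000967), and their fall with H_2_[5%]OxPAPC was not past the threshold (-0.74, 3 of 19 genes higher, adjusted p = 0.0785). Heat shock genes rose with OxPAPC (0.32, 13 of 18 genes, adjusted p = 0.0364) and did not change past the threshold with H_2_[5%]OxPAPC (-0.45, adjusted p = 0.380). Calcineurin-NFAT genes (0.70, adjusted p = 0.186, and -0.59, adjusted p = 0.503) and PPAR targets (0.30, adjusted p = 0.0820, and -0.34, adjusted p = 0.380) were not past the threshold in either comparison. With the arrays scaled on their E1A control probes, the medians with OxPAPC were below 0 for all of these lists except immediate early genes, and those with H_2_[5%]OxPAPC above 0, as the median of all genes moved to -1.05 and 1.69. Single genes with an adjusted p under 0.05 for OxPAPC against PAPC, over all genes tested, numbered 16 NRF2 targets, 14 heat shock genes, 20 ATF4 targets, 14 immediate early genes, 8 of 9 calcineurin-NFAT genes and 10 of 15 PPAR targets. Adjusted over the list alone these numbers did not differ, except 15 heat shock genes. For H_2_[5%]OxPAPC against OxPAPC they were 14, 17, 16, 15, 8 and 13, and adjusted over the list alone the same. Under fry, which sets no competing genes beside the list, all of these were past the threshold except NRF2 targets with H_2_[5%]OxPAPC. RCAN1, named beforehand as a readout of calcineurin, was lower with OxPAPC than with PAPC (-0.65, adjusted p = 0.000344 in limma). It was higher with H_2_[5%]OxPAPC than with OxPAPC (0.73, adjusted p = 0.000124 in limma). Which RCAN1 transcripts its probe reports was not checked, so these values do not show the activity of calcineurin.

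Of the 517 genes meeting the 3 folds 51.3% had no symbol, against 27.7% of all genes tested and 10.1% of the 258 genes meeting the mirrored folds. In 10000 random lists matched on mean level the share was at most 40.2%, which argues against dim probes as the whole cause. For the genes meeting the mirrored folds, the share of 10.1% was below the lowest of their random lists, 21.3%. This argues against a stronger response of genes without a symbol in both directions. A missing symbol means only that the accession of the probe had no match in the annotation used. It does not show that the transcript lies outside annotated genes. Why genes without a symbol were frequent among the 517 stays open, since no biological explanation was tested.

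The paper examined TNF, EGR1, ATF3, NFKB2 and HMOX1 in cells exposed to a free radical inducer. In the cells exposed to OxPAPC, on the arrays, NFKB2 rose by 1.74 with OxPAPC and was lower with H_2_[5%]OxPAPC (-1.38, adjusted p = 1.51e-05 in limma), a treatment other than the one behind the paper's statement on that gene. GAPDH was lower with OxPAPC than with PAPC (-0.49) and higher with H_2_[5%]OxPAPC than with OxPAPC (0.65), relative to the 75th percentile of the array.

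By the fitted change between H_2_[5%]OxPAPC and OxPAPC, BCAS1, C17orf99, LINC00944, MYO3A and H1-1 were chosen as falls, and CCR2, AGTRAP, LRRC58, NUDT14 and CD93 as rises. Of these, CD93 was well above background on all arrays of both conditions, H1-1 on 1 H_2_[5%]OxPAPC array and CCR2 on 1 OxPAPC array. The others have bounds and no rank, with BCAS1 at least 8.87-fold (4.98-fold to 15.3-fold with 1 OxPAPC array left out), C17orf99 at least 4.85-fold, LINC00944 at least 5.43-fold and MYO3A at least 5.56-fold lower with H_2_[5%]OxPAPC, and AGTRAP at least 3.74-fold, LRRC58 at least 2.48-fold and NUDT14 at least 3.58-fold higher.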
